# Elevated *MTSS1* expression associated with metastasis and poor prognosis of residual hepatitis B-related hepatocellular carcinoma

**DOI:** 10.1186/s13046-016-0361-8

**Published:** 2016-05-26

**Authors:** Xiu-Yan Huang, Zi-Li Huang, Bin Xu, Zi Chen, Thomas Joseph Re, Qi Zheng, Zhao-You Tang, Xin-Yu Huang

**Keywords:** Metastasis suppressor 1, Hepatocellular carcinoma, Invasion, Metastasis

## Abstract

**Background:**

Hepatectomy generally offers the best chance of long-term survival for patients with hepatocellular carcinoma (HCC). Many studies have shown that hepatectomy accelerates tumor metastasis, but the mechanism remains unclear.

**Methods:**

An orthotopic nude mice model with palliative HCC hepatectomy was performed in this study. Metastasis-related genes in tumor following resection were screened; HCC invasion, metastasis, and some molecular alterations were examined in vivo and in vitro. Clinical significance of key gene mRNA expression was also analyzed.

**Results:**

Metastasis suppressor 1 (*MTSS1*) located in the central position of gene function net of residual HCC. *MTSS1* was up-regulated in residual tumor after palliative resection. In hepatitis B-related HCC patients undergone palliative hepatectomy, those with higher *MTSS1* mRNA expression accompanied by activation of matrix metalloproteinase 2 (MMP2) in residual HCC, had earlier residual HCC detection after hepatectomy and poorer survival when compared to those with lower *MTSS1*. In different cell lines, the levels of *MTSS1* mRNA increased in parallel with metastatic potential. *MTSS1* down regulation via siRNA decreased MMP2 activity, reduced invasive potentials of HCC by 28.9 % in vitro, and averted the deteriorated lung metastatic extent in vivo.

**Conclusions:**

The poor prognosis of hepatitis B-related HCC patients following palliative hepatectomy associates with elevated *MTSS1* mRNA expression; therefore, *MTSS1* may provide a new research field for HCC diagnosis and treatment.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13046-016-0361-8) contains supplementary material, which is available to authorized users.

## Background

Liver cancer in men is the fifth most frequently diagnosed cancer worldwide but the second most frequent cause of cancer-related deaths; in women, it is the sixth most commonly diagnosed cancer and the sixth leading cause of cancer-related deaths [1]. Among primary liver cancers, hepatocellular carcinoma (HCC) represents the major histological subtype, accounting for 70 to 85 % of the total liver cancer burden worldwide [2]. Hepatic resection is a standard treatment for patients with HCC. However, even in patients with HCC undergoing curative resection, it is only potentially curative due to the existence of tumor cells or clinically undetectable residual intrahepatic lesions [3]. Our clinical data showed that the proportion of cases with palliative hepatectomy was 34.0 % from 1958 to 2008 (2754/8107, unpublished data). Our follow-up research suggests that HCC patients treated with palliative hepatectomy suffered from dramatically worsened metastases, suggesting that palliative hepatectomy enhances the metastatic potential of residual HCC. Although surgery is associated with tumor suppression and prolonged survival in a few cases [4], increasing number of reports indicate that hepatic resection exacerbates tumor growth and triggers tumor metastasis [5–7]. We found that palliative resection enhances the metastatic potential of residual HCC [5]. The present study sought to explore the underlying molecular mechanism of this metastasis-enhancing effect.

The incidence, development, invasion, and metastasis of HCC are regulated by the activation, inactivation, or dysregulation of several genes. This study employed an orthotopic human HCC model with high metastatic potential in nude mice. This model was developed at Liver Cancer Institute, Fudan University [5, 8]. Using Human Tumor Metastasis Microarray, we screened the metastasis-related genes in tumor tissues following palliative resection, and found that up-regulated metastasis suppressor 1 (*MTSS1*) was located in the central position of gene function net of residual HCC in liver.

*MTSS1* is also known as “missing in metastasis” (*MIM*) gene. Among the multiple *MIM* gene products including MIM-A, MIM-B and MIM-C, MIM-B is the longest and most abundant protein in the cell, which is representative of MIM protein [9]. *MTSS1* has been proposed as a potential metastasis suppressor gene in some studies of HCC [10, 11]. However, other studies have shown that *MTSS1* is highly expressed in various tumors [12, 13], including HCC [14]. *MTSS1* may have an important role in tumor metastasis [12, 15, 16]. *MTSS1/MIM* over-expression is associated with enhanced cell migration, resulting in tumorigenesis, invasion and metastasis [17–19], and predicts poor prognosis in colorectal cancer [20], cervical carcinoma [21], and lung cancer [22]. Recently, Mertz et al. reported that *MTSS1* promotes the metastasis of melanocytes, and high *MTSS1* expression defines a subgroup of primary melanomas with unfavorable prognosis [23]. It remains unclear whether or not *MTSS1* plays a role in metastasis of residual HCC following palliative resection. HCC metastasis involves basement membrane invasion following matrix metalloproteinase (MMP) activation [24]. Previously, we found that palliative resection activates MMP2 in nude mouse models with HCC [5]. In this study, we first screened the metastasis-related genes in residual HCC tissues, and found that *MTSS1* was located in the central position of the tumor gene network. We investigated the *MTSS1* mRNA expression in residual tumor and analyzed its association with prognosis in patients with hepatitis B-related HCC after palliative resection. Subsequently, using in vitro and in vivo studies, we found that *MTSS1* enhanced the invasive and metastatic potential of HCC cells via MMP2 activation. To our knowledge, the current study provides the first evidence that elevated *MTSS1* mRNA expression exacerbates lung metastasis after palliative resection in an HCC model, with poor prognosis of hepatitis B-related patients with HCC treated with palliative hepatectomy.

## Methods

### Patients, specimens and follow-up

The inclusion criteria for patients in this study were (*a*) patients with hepatitis B from 2000 to 2010; (*b*) pathologically proven HCC based on WHO criteria; (*c*) no anticancer treatment prior to first hepatectomy; (*d*) surgical resection twice in 6 months; (*e*) availability of frozen biopsy and/or resected tissues expressing HCC and residual HCC; and (*f*) availability of follow-up data. This study was approved by the Research Ethics Committee of the Shanghai Jiaotong University Affiliated Sixth People’s Hospital, and informed consent was obtained from each patient. HCC patients with hepatectomy were followed up every 2 months during the first postoperative year and at least every 3 to 4 months subsequently, until December 2014 by monitoring serum α-fetoprotein (AFP) levels, abdominal ultrasonography, chest X-ray or computed tomography every 1 to 6 months depending on the patient’s condition. Residual HCC was suspected 2 months after first hepatectomy (HCC-P I group, *n* = 37) in all patients and was confirmed by fine needle autopsy and/or secondary surgery (HCC-P II group, *n* = 37) in 6 months after the first resection. Forty patients with radical hepatectomy (complete resection of tumor with the cut surface free of cancer histologically) and without recurrence at least 12 months after surgery (HCC-R group), and 20 liver tissues from patients with hepatic hemangioma combined with hepatitis B who underwent liver resection were also collected (Liver-T group). All specimens were collected in the operating room immediately (≤15 min) after tissue removal and were snap frozen in liquid nitrogen and stored at −80 °C. General data, metastatic characteristics, pathologic characteristics and survival were compared among the groups.

### Animals, tumor models and cell lines

Five-week-old male athymic BALB/c nu/nu mice weighing 18–20 g each were obtained from the Shanghai Institute of Materia Medica, Chinese Academy of Science. All mice used in these investigations were handled in accordance with the Guide for the Care and Use of Laboratory Animals (National Research Council, 1996), and were approved by the Institutional Animal Care and Use committee of the Shanghai Jiaotong University Affiliated Sixth People’s Hospital. A stepwise metastatic human HCC model system was established in Liver Cancer Institute of Fudan University, which included a metastatic HCC model in nude mice LCI-D20 [8], a HCC cell line MHCC97 with high metastatic potential that originated from LCI-D20 tumor, a high metastatic subclone (MHCC97H with a pulmonary metastatic rate up to 100 % using orthotopic inoculation) and a lower metastatic subclone (MHCC97L with a lung metastatic rate up to 40 % using orthotopic inoculation) established through in vivo selection of MHCC97 [25]. The noninvasive human liver cell line of L02 (normal), human HCC cell lines of Hep3B with very low invasiveness [26], and highly invasive MHCC97H [25], SMCC7721, MHCC97L, HCCLM3 and HCCLM6 were prepared in this study.

### Mice grouping and treatment

Human HCC tumor models produced by MHCC97H were established in nude mice by orthotopic inoculation [8]. Briefly, under anesthesia, the left lobe of the liver was exposed, and part of the liver surface was mechanically injured with scissors. A piece of MHCC97H tumor tissue (size 2 × 2 × 2 mm) was fixed within the liver tissue. Thirty-six nude mice were used in this study.

In the trial experiment, we treated MHCC97H cells with mouse plasma extracted at different time intervals after palliative hepatectomy in nude mice bearing HCC. We found that these cells showed two trans-membrane peaks: one occurring at the 12^th^ hour post-hepatectomy and the other occurring on day 14 post-hepatectomy. In our mouse model, by the day 14 post-hepatectomy, lung metastasis occurred in a majority of the cases. Therefore, we selected the day 14 as a cut-off point to study residual HCC and related lung metastasis, subsequently. Eighteen nude mice bearing HCC xenografts were randomized into three groups 14 daysays after orthotopic implantation: palliative resection group (mice undergoing partial HCC resection with preservation of 2 mm of tumor pedicles), sham operation group (mice with exposed liver but without resection), and blank control group (mice without further surgical intervention). All mice were sacrificed by cervical dislocation 14 days after palliative resection based on pre-experimental results (Additional file 1: Figure. S1A and B). The HCC tissues excised first were designated as tumor tissues T1; tissues excised next from sham operation group were named T2; tissues from blank control group were named tumor tissues T3; and those derived from palliative resection group were denoted T4 that represented residual HCC. Five randomly selected tumor specimens from each group were used for the screening of genes related to metastasis by microarray techniques. Another 18 nude mice treated with palliative resection were randomly injected at multiple points with 100 μL borate-buffered saline (BBS, BBS group), 2 × 10^7^ U Lenti-GFP (Lenti-GFP group) or Lenti-MTSS1 (Lenti-MTSS1 group), respectively, under ultrasound guidance, and the procedure was repeated 3 h later. All mice were sacrificed by cervical dislocation 14 d post-resection for the evaluation of early metastasis.

### Parameters, sample preparations and grading of lung metastasis

Mice were sacrificed for gene profiling of pulmonary metastatic nodules. Lung tissues, tumor tissues, mRNA and protein extracts were harvested for further studies. Serial sections of lung tissue measuring 5 μm in thickness were obtained, and all metastases were verified histologically. The degree of lung metastasis was graded by the maximum number of tumor cells counted in the solitary pulmonary metastatic nodules (grades): grade I, < 20; grade II, 20–50; grade III, 50–100; and grade IV, > 100 [27].

### Tumor metastasis-related gene profiling

In recent years, more and more researches employed Human Tumor Metastasis Microarray to dissect the gene function and form gene regulatory network in various of cancers [28–30]. Thus, the Human Tumor Metastasis Microarray is useful in searching for new therapeutic targeted genes and helpful in dissect mechanism of the gene in several of cancers [31, 32]. The OHS-028 OligoGEArray Human Tumor Metastasis Microarray (Super Array, Bethesda, MD) was used to characterize the metastasis-related gene expression profiles of HCC tissues in this study. GEArray Expression Analysis Suitesoft ware was used for gene analysis. The methods of Support Vector Machine (SVM), gene significance analysis and gene correlation degree analysis were adopted to detect the potential markers involved in HCC metastasis. To further explore the relationship between gene function and gene function, we built the GO-network (gene function net). In the GO-network, the degree represented the relationship between GO terms. The key GO terms in the network were signal transduction, multicellular organismal development, ion transport, and signal transduction in the GO terms. Among them, multicellular organismal development, GO terms had the highest degree in the network. Then, a gene function net was constructed based on specific gene clustering analysis and multi-dimensional scale [33, 34].

This study describes the advantages of using Support Vector Machines algorithm for the classification of gene expression data. Using the RVM model, we found the different genes including the *d* genes from microarray data. Our conclusions are as follows. The characteristic of samples, which amount to *n* was allocated the different gene set, and we obtain a matrix (*X*)_*n* × *d*_ from the samples. The liver cancers samples, which are high or low, constituted the dataset of {*x*_*i*_, *y*_*i*_}(*i* = 1, 2, ⋯, *n*), where the *x*_*i*_ represents the *d* dimension vector, and *y*_*i*_ ∈ {*high* = 1, *low* = − 1} is the class label. We obtained an optimal hyperplane derived from the SVM algorithm. The optimal hyperplane that is high and low is as follows: Minimizing $$ \frac{1}{2}{\left\Vert \omega \right\Vert}^2 $$ and Subject to *y*_*i*_ × 〈*x*_*i*_, *ω*〉 + *b* ≥ 1. From the quadratic form, we selected the Support Vectors which carried weights, and decision functions as follows: $$ {\displaystyle \overset{\wedge }{f(x)}}= sign\left(\left\langle {\omega}^0,X\right\rangle +b\right)= sign\left({\displaystyle \sum_{SVs}{\alpha}_i{y}_i\left\langle {x}_i,X\right\rangle }+{b}^0\right) $$. We transformed the nonlinear Microarray data into linear format using the gauss and ploy kernel functions. Gauss kernel function was as follows: $$ k\left({x}_i,{x}_j\right)= \exp \left(\frac{-{\left\Vert {x}_i-{x}_j\right\Vert}^2}{\sigma^2}\right)=\left\langle \varPhi \left({x}_i\right),\varPhi \left({x}_j\right)\right\rangle $$. The ploy kernel function was as follows: *k*(*x*_*i*_, *x*_*j*_) = (〈*x*_*i*_^*T*^, *x*_*j*_〉 + 1)^*d*^ = 〈*Φ*(*x*_*i*_), *Φ*(*x*_*j*_)〉, where 〈*Φ*(*x*_*i*_), *Φ*(*x*_*j*_)〉 is a scalar product. Because the {*x*_1_, *x*_2_, ⋯, *x*_*n*_} represents nonlinear space, we transformed the vector *x*_*i*_ into high-dimensional feature space using the kernel function. The prediction function is as follows: $$ {\displaystyle \overset{\wedge }{f(x)}}= sign\left(\left\langle {\omega}^0,\varPhi (X)\right\rangle +b\right)= sign\left({\displaystyle \sum_{SVs}{\alpha}_i{y}_i\left\langle \varPhi \left({x}_i\right),\varPhi (X)\right\rangle }+{b}^0\right) $$. We demonstrated that the gauss kernel function was effective with a predictive accuracy close to 90 %.

The expression datasets presented in this publication have been deposited in NCBIs Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series accession number GSE75965.

### Hematoxylin and eosin (H&E) stains

Paraffin blocks of 10 % buffered formalin-fixed samples of tumor and lung tissues were prepared, and 5–μm-thick serial sections were obtained. Pulmonary metastatic nodules were verified via Hematoxylin and Eosin (H&E) stains.

### Real-time fluorescent quantitative polymerase chain reaction (Real-time PCR)

The primers used for real-time polymerase chain reaction (PCR) were designed using Primer Premier 5.0 (Premier Biosoft International, Palo Alto, CA): human *MTSS1* forward, 5′-tagctggaaggactgggcta-3′, and reverse, 5′-agtcatgctccgtggtctct-3′. *GAPDH* forward and reverse primers were 5′-ggtgaaggtcggagtcaacg-3′ and 5′-accatgtagttgaggtcaatgaagg-3′, respectively. PCR was performed in the Rotor-Gene 3000 PCR system (Corbett Research, Sydney, Australia). Conditions for PCR were 37 °C for 2 min, 94 °C for 3 min, 40 cycles for *GAPDH* of 94 °C for 5 s, 60 °C for 40 s, followed by 37 °C for 5 s, and 95 °C for 30 s, 95 °C for 30 s, 40 cycles for *MTSS1* of 95 °C for 15 s, 60 °C for 15 s, 72 °C for 30 s. Finally, baseline and threshold values of these genes were set using the Rotor-Gene 6.0 (Corbett Research) for analysis.

### Western blot

Proteins were separated by 10 % sodium dodecyl sulfate -polyacrylamide gel electrophoresis and transferred onto polyvinylidene difluoride membranes (Millipore, Bedford, MA). The membrane was blocked with 5 % non-fat dried milk in TBST (20 mM Tris–HCl, 150 mM NaCl, and 0.1 % Tween 20, pH 7.5) for 2 h and incubated overnight with antibodies against *MTSS1* (Abnova, Caltag-Medsystems Ltd., Buckingham, UK) at 4 °C. After washing with TBST buffer, membranes were incubated with horseradish peroxidase-conjugated anti-mouse IgG secondary antibodies for 1 h at room temperature and detected by enhanced chemiluminescence detection system (Amersham-Pharmacia Biotech, Braunschweig, Germany). *GAPDH* was used as an internal control (Santa-Cruz Biotechnologies, California, USA).

### siRNA design and lentivirus construction

The small interfering RNA (siRNA) sequences targeting *MTSS1* were designed according to a modified Tuschel standard, and the detailed sequences were as follows:

Target 1:

(+) 5′-CGGCCAGTGATTGAAGAAGAA-3′,

(−) 5′-TTCTTCTTCAATCACTGGCCG-3′;

Target 2:

(+) 5′-GCTGGATAAAGACCACGCAAA-3′,

(−) 5′-TTTGCGTGGTCTTTATCCAGC-3′;

Target 3:

(+) 5′-CCTTCCAGACTACGCTCATTA-3′,

(−) 5′-TAATGAGCGTAGTCTGGAAGG-3′;

Target 4:

(+) 5′-CCCATGACTCAGGATTCATAT-3′,

(−) 5′-ATATGAATCCTGAGTCATGGG-3′

and Target 5:

(+) 5′-GACCATCTCGGAAGATCTAAA-3′,

(−) 5′-TTTAGATCTTCCGAGATGGTC-3′.

The target 2 sequences were selected for further study. The siDNA sequences matching the designed siRNA were then amplified with PCR and inserted into a mouse U6 promoter-driven lentivirus plasmid (purchased from Genechem Co., Shanghai, China), in which a luciferase expressing construct was then incorporated, forming the pGCL-MTSS1-GFP plasmid. In brief, the infectious titer was determined by fluorescence-activated cell sorting analysis of GFP-positive in 293 T cells. The virus titers were in the range of 10^7^ transducing units/mL medium.

### Stable lentiviral transfection of HCC cells

HCC cells were plated in 24-well plates. Subconfluent cells were infected with 3 mL/well three times (about 3 h per infection). The cells were divided into three groups: the knockdown cells transfected with *MTSS1* siRNA lentivirus (KD group), the negative control cells transfected with empty lentivirus (NC group) and the blank control cells not transfected (CON group).

### *MTSS1* overexpression

The full sequence of *MTSS1* was amplified by the standard PCR procedure. The primer sequences for cloning include sense primer: ATGGAGGCTGTGATTGAG; and antisense primer: CTAAGAAAAGCGAGGGG. We transfected the pCMV6-empty and pCMV6-MTSS1 into Hep3B cancer cells and RNA and protein were extracted. *MTSS1* overexpression was confirmed, and invasive potential assessed.

### In vitro invasion assay

The MHCC97H cells (5 × 10^4^ cells/well) treated with *MTSS1* siRNA lentivirus, empty lentivirus or with control (no treatment) were added to the upper chamber (100 μL DMEM), and 600 μL conditioned medium was added to the lower chamber. After 24 h of incubation, the invaded cells were fixed with methanol and stained with crystal violet solution. The results were expressed as the number of penetrated cells under a microscope at 200× magnification in five random fields and presented as the means ± SD of three assays.

### Gelatin zymography assay

Zymography for MMP2 activity was conducted via sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) [35], with modification. The MHCC97H cells (5 × 10^4^ cells/well) treated with or without *MTSS1* siRNA lentivirus were serum-starved for 24 h before cell supernatant collection. The molecular weights of these bands indicating MMP2 activity were determined by molecular weight standards (Bio-Rad Laboratories, Hercules, CA). The assays were conducted in triplicate.

### MMP2 activity assay

Human MMP2 activity was quantified with an enzyme-linked immunosorbent assay (ELISA) System (Amersham Pharmacia Biotech, Piscataway, NJ) according to the manufacturer’s instructions. The plate was read at 450 nm in a SPECTRAmax 250 Microplate Spectrophotometer (Molecular Devices, Sunnyvale, CA). The assays were conducted in triplicate.

### Statistical analysis

All continuous variables were expressed as means ± SD or means ± SE. ANOVAs, Student *t* test and Cochran-Mantel-Haenszel (CMH) test (Row Mean Scores Differ) were used for statistical comparison among groups. *MTSS1* expression and clinicopathological parameters were analyzed by Pearson chi-square test or Fisher’s exact test. The survival analysis was conducted using the Kaplan-Meier method. The statistical SAS software package (Version 8.2, SAS Institute, Inc., Cary, NC, USA) was adopted for data analysis, and the statistical significance was defined as *P* < 0.05.

## Results

### *MTSS1* located in the central position of the gene function net of residual HCC

Palliative HCC resection promoted tumor metastasis. Therefore, we first screened the metastasis-related genes in HCC tissues to detect the altered genes in residual tumor. 

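The screen used 1 array for each of 20 HCC tissues, 5 tissues from each group. The tissues were xenografts of MHCC97H, a human HCC cell line with metastatic potential, grown in the liver of nude mice. By the methods, T1 tissues were excised at palliative resection, 14 days after implantation, and T2 (sham operation), T3 (blank control) and T4 (residual HCC) tissues 14 days after that date. The sample labels call T3 a first removal, and for T2 they give both a first and a second removal, so the times used here are those of the methods. The OHS-028 array is a membrane with 125 spots, of which 118 are genes of tumor metastasis and housekeeping genes, each spotted once. Biotin-labelled cRNA was hybridized to it and each spot gave 1 brightness, so an array has 1 colour, and the number of arrays limits the precision. The authors deposited the raw intensity of each spot and, beside it, a ratio. Recomputation showed that the ratio is the intensity minus the lowest intensity of the array, divided by the same difference for RPS27A, a ribosomal housekeeping gene, to within 1e-08 for every spot. The median raw intensity of the genes was 11282 ± 3199 (SD, n = 5) in T1, 11868 ± 1897 (SD, n = 5) in T2, 11851 ± 2613 (SD, n = 5) in T3 and 18047 ± 3443 (SD, n = 5) in T4. On the log2 scale the T4 arrays lay 0.64 above the other 15 arrays (two-sided exact permutation test over 15504 choices of 5 arrays, p = 0.000838). The blank and plasmid (PUC18) spots averaged 1509 ± 623 (SD, n = 5) in T1, 2773 ± 438 (SD, n = 5) in T2, 2188 ± 603 (SD, n = 5) in T3 and 1550 ± 128 (SD, n = 5) in T4. Between 97 and 114 of the 118 genes per array were brighter than the mean plus 2 SD of the negative control spots. These are the blank and plasmid spots together with the AS1 control spots.

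For the comparisons the raw intensities were corrected by normexp with an offset of 50, quantile normalized between arrays, transformed to log2 and fitted with limma over all 4 groups. Quantile normalization gives every array the same distribution of intensities, so the higher level of the T4 arrays is removed by it. After Benjamini-Hochberg adjustment limma called 1 of 118 genes in T4 against T1, the chemokine gene CXCL12, which is named because it was the only call, after its value was seen. It called 0 genes in T4 against T2, where 9 had an unadjusted p under 0.05, 0 genes in T4 against T3, where 8 did, and 0 genes in T4 against the mean of the controls, where 8 did. For the same 4 comparisons the methods' t-test gave 16, 10, 7 and 10 genes at the paper's threshold without adjustment, and 0, 1, 0 and 0 genes after Benjamini-Hochberg adjustment. Between the sham operation and blank control groups limma called 0 genes, with 4 under an unadjusted p of 0.05, and the methods' t-test gave 5 genes, and 1 after adjustment. The scaling of the arrays moved the counts of the T4 comparisons. With each array scaled to its own median, 55 genes passed in T4 against T2, 54 of them lower in T4, and the median log2 difference of all genes for T4 against the mean of the controls was -0.50 in place of 0.02. For the deposited ratios that median was 0.22, and 23 genes passed in T4 against T1, of which 18 were higher in T4. RPS27A has no variance on these ratios. Without it, a version added after the data had been seen, 9 genes passed, of which 6 were higher in T4.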

Gene cluster and sample cluster analysis were based on tumor-related genes found in the HCC tissues (Fig. 1a). 

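The 20 arrays were clustered here on the log2 values of all 118 genes, with Euclidean distance and average linkage, since the paper's text does not name a distance or a linkage. The smallest branch that held all 5 T4 tissues held 9 of the 20 tissues, so 4 control tissues lay among them. The mean distance between T4 tissues minus the mean distance from T4 to control tissues was -1.79, in log2 units over the 118 genes (one-sided exact permutation test over 15504 choices of 5 tissues, p = 0.000774). The branch changed with the scaling. It held only the 5 T4 tissues when arrays were scaled to the housekeeping genes, and 20 tissues when 1 minus the Pearson correlation and complete linkage were used. The T4 tissues were closer to each other than to controls in both of these settings (exact permutation test, p = 0.00103 and p = 0.0049, respectively).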

Gene function nets were constructed successfully (Fig. 1b, c, d and e). 

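The methods describe a net of gene function terms (GO-network), and then a gene function net from clustering of specific genes and multi-dimensional scaling. They also name gene correlation degree analysis, and the paper's text does not give the rule by which genes were joined. The nets here are correlation nets of all 118 genes and can differ in kind from the paper's. Here 2 genes were joined when their Pearson correlation across the 5 tissues of a group reached 0.878 in size, the value with a two-sided P of 0.05 for 5 tissues. Of the 6903 pairs of 118 genes, 568 were joined in the T1 net, 394 in the T2 net, 751 in the T3 net and 369 in the T4 net. The genes with the most edges were CD44, CDH6 and IL8RB in T1 with 18 edges each, GPNMB in T2 with 17, CDH6 in T3 with 36 and CST7 in T4 with 14. With 5 tissues in a net, unrelated genes are also joined by chance, so each net was set against 1000 shuffles of every gene's values among the tissues of its group.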

*MTSS1* was located in the central position of the gene function net of residual HCC (Fig. 1e). 

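The paper's text does not define the central position, which was read here as the number of edges. In the rebuilt T4 net MTSS1 had 8 edges, against a median of 6 edges per gene and a maximum of 14. It ranked 25 of 118 genes, a place shared with 15 other genes. In the nets of the controls MTSS1 had 9 edges in T1 (rank 62), 9 edges in T2 (rank 23) and 16 edges in T3 (rank 39). The rank depended on the edge rule and on single tissues. With edges at a P of 0.01, MTSS1 had 3 edges in T4 and ranked 3, a place shared with 8 other genes. With positive correlations only it had 2 edges and ranked 76. Without the T4 tissue of replicate 2 its rank was 53, and without that of replicate 4 it was 5.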

Analysis of differential gene expression showed that the density of the net (Fig. 1f), which reflects the relevance of different genes, was higher in the palliative group (T4 group, 0.0670) than in controls (T1 group, 0.0145; T2 group, 0.0210; T3 group, 0.0146), and the condensation degree of the net (Fig. 1g) in residual HCC (T4 group, 0.1940) was substantially higher than in the corresponding control group (T1 group, 0.0098). 

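The density was computed here as the share of gene pairs that were joined. It was 0.0823 in T1, 0.0571 in T2, 0.109 in T3 and 0.0535 in T4. The shuffled nets had mean densities of 0.0535 in T1, 0.0505 in T2, 0.0535 in T3 and 0.0508 in T4. The T1 and T3 nets were denser than all 1000 shuffles (permutation test, p = 0.000999, the smallest p these shuffles can give), the T2 net was denser than most of them (permutation test, p = 0.013), and the density of the T4 net was within their range (permutation test, p = 0.167). The difference in density between T4 and T1 was -0.0288, and 7 of 100 splits of these tissues gave one as large. Between T4 and T2 it was -0.00362, with 59 of 100 splits as large, and between T4 and T3 it was -0.0553, with 1 of 100 splits as large, the observed one. This did not hold under other scalings, where 94 of 100 splits were as large with median scaling, 27 with housekeeping scaling, 55 without normalization between arrays and 52 on the deposited ratios. The T3 density rested in part on 1 tissue, since it was 0.0566 without the T3 tissue of replicate 5. Scaling to the array median gave a T4 density of 0.122, and T1 was then at 0.191. In none of 13 alternatives without left-out tissues was T4 the densest of the 4 nets.

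The condensation degree is not defined in the paper's text and was taken here as the transitivity of the net, which is the share of connected triples of genes that close into a triangle. It was 0.65 in T1 (shuffled mean 0.547, permutation test p = 0.002) and 0.517 in T4 (shuffled mean 0.489, permutation test p = 0.128). Degree centralization, which measures how far the edges gather on a few genes, was 0.0728 in T1 and 0.0673 in T4. From its own nets (Fig. 1f and g), the paper states that density, which it takes to reflect the relevance of different genes, was higher in residual HCC than in the controls, and that condensation was higher in residual HCC than in T1.

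**Figure D1:**
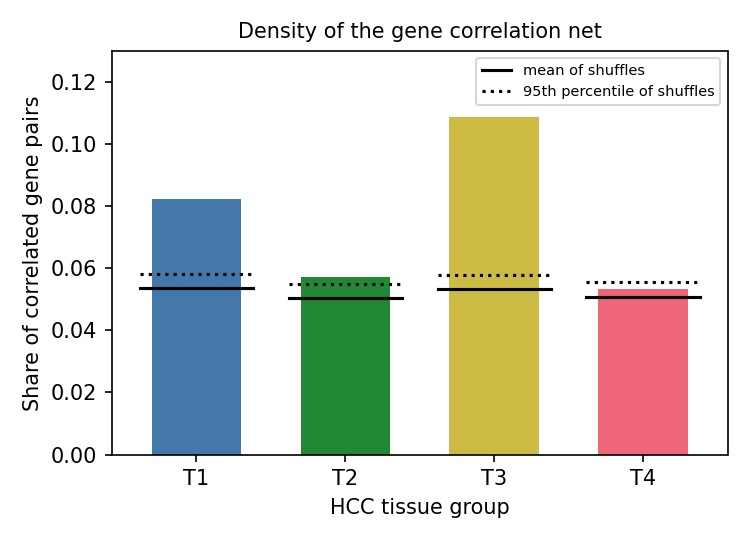
Density of the rebuilt net in each HCC tissue group, as the share of gene pairs joined across 5 tissues (bars). Solid lines show the mean and dotted lines the 95th percentile of 1000 shuffles. The T4 bar, at 0.0535, lies below the dotted line of T4 at 0.0555, and the T3 bar, at 0.109, lies highest.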

*MTSS1* mRNA expression (Fig. 1h) was up-regulated in residual HCC (T4 group) when compared with controls (T1, T2, and T3 groups, *P* = 0.001, 0.034, and 0.002, respectively).

**Fig. 1:**
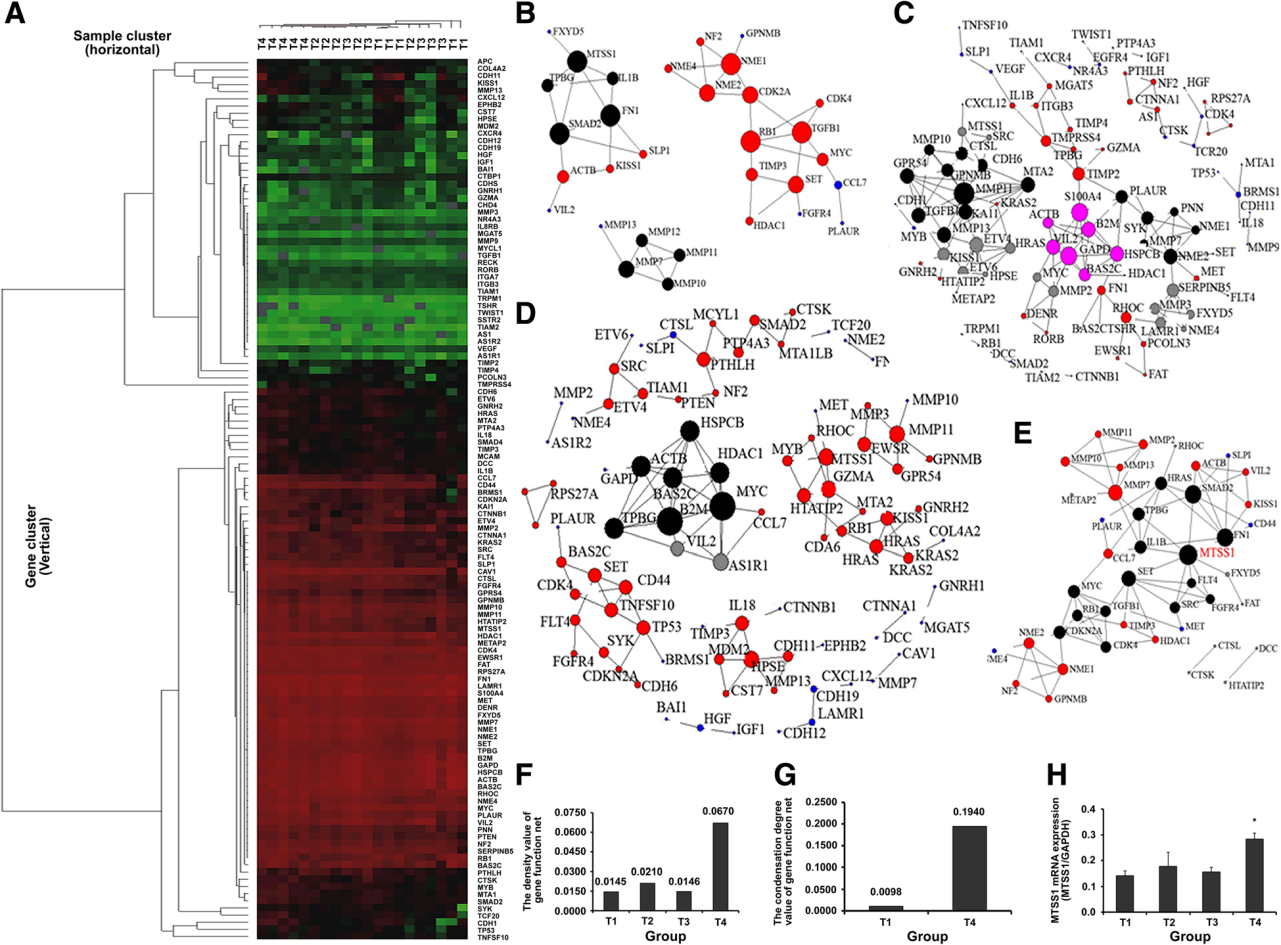
*MTSS1* located in the central position of the gene function net of residual HCC. **a** the cluster heat map of gene cluster (vertical) and sample cluster (horizontal) were based on tumor-related genes in HCC. The color red and green represents high and low gene expression, respectively; samples with expression above mean level (red) are clustered. Gene function nets of HCC were constructed successfully. **b** gene function nets of HCC from palliative resection group (HCC tissues T1). **c** gene function nets of HCC from sham operation group (HCC tissues T2). **d** gene function nets of HCC from blank control group (HCC tissues T3). **e** gene function nets shown that *MTSS1* was located in the central position of the gene function net of residual HCC (HCC tissues T4). **f** the density value of the gene function net. **g** the condensation degree of the net. **h** qRT-PCR analysis shown that palliative resection up-regulated *MTSS1* expression, *P = 0.001, 0.034, and 0.002, respectively, when compared with controls (T1, T2, and T3 groups). The bars indicate the means ± s.d

### Elevated *MTSS1* mRNA expression is associated with poor prognosis

We found that *MTSS1* was situated in the central position of gene function net of residual HCC in the nude mice model. We tested *MTSS1* expression in tumor tissues from HCC patients. HCC tissues expressed higher *MTSS1* mRNA level than the control liver tissues (all *P* = 0.000, Fig. 2a). *MTSS1* mRNA level was significantly increased in residual HCC tissues (HCC-P II group) compared with controls (all *P* = 0.000, Fig. 2a). In the meantime, MMP2 was also significantly activated (*P* = 0.000, Fig. 2b). There was no difference in *MTSS*1 mRNA level or MMP2 activity between tissues derived from HCC-P I and HCC-R groups.

**Fig. 2:**
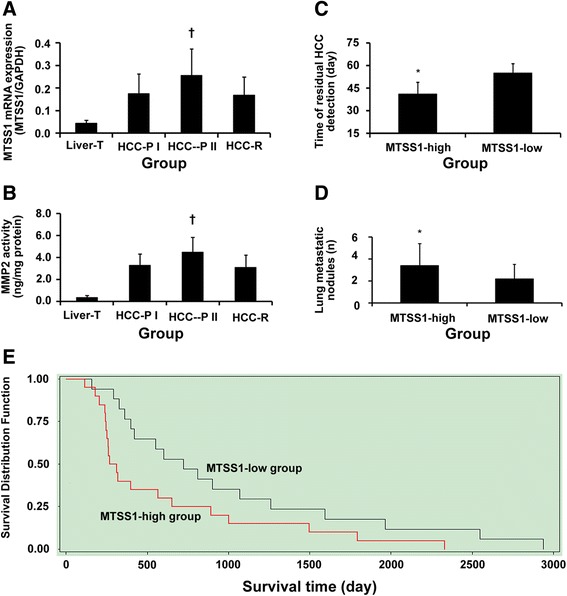
Elevated *MTSS1* mRNA expression is associated with poor prognosis. **a** the qRT-PCR analysis of *MTSS1* expression in different groups, *P* = 0.000, when compared with controls. **b** MMP2 activity in residual HCC (HCC-P II group); †*P* = 0.000, when compared with controls; no difference in *MTSS1* mRNA level or MMP2 activity between HCC-P I and HCC-R groups. **c** earlier detection of residual HCC in MTSS1-high group than in MTSS1-low group, *P = 0.000. **d** higher number of lung metastatic nodules in MTSS1-high group than in MTSS1-low group, *P = 0.039, when compared with controls. **e** longer survival in MTSS1-low group compared with MTSS1-high group, *P* = 0.023

The mean *MTSS1/GADPH* mRNA level of 0.18 was calculated out in the HCC-P I group. Then, we split the patients following palliative resection by *MTSS1* expression in residual HCC: > 0.18 (MTSS1-high group, *n* = 20); and ≤ 0.18 (MTSS1-low group, *n* = 17). Correlation of *MTSS1* mRNA expression with their clinicopathological parameters is displayed in Table 1. A higher level of *MTSS1* mRNA was significantly correlated with tumor number (*P* = 0.035), presence of HCC satellite (*P* = 0.019), incomplete or no encapsulation (*P* = 0.008), presence of vascular invasion (*P* = 0.042) and advanced TNM stage (*P* = 0.033). Further, most of the AFP-negative patients (9 of 11, 81.8 %) showed higher *MTSS1* mRNA levels (*P* = 0.036). No significant association between *MTSS1* mRNA and age, sex, liver cirrhosis, tumor size, or γ-glutamyl transferase was found.

**Table 1:** Correlation of tumor *MTSS1* mRNA expression level with clinicopathological parameters of HCC patients

Clinicopathological parameters	Number	*MTSS1/GAPDH* mRNA (*n*)		*P*
		MTSS1-low group	MTSS1-high group	
		(≤0.18, *n* = 17)	(>0.18, *n* = 20)	
Age	37			0.900
≤ 52 y	20	9	11	
> 52 y	17	8	9	
Sex	37			0.588
Female	8	3	5	
Male	29	14	15	
Cirrhosis	37			0.855
Yes	30	14	16	
No	7	3	4	
Tumor number	37			0.035*
Multiple	20	6	14	
Single	17	11	6	
Satellite	36^a^			0.019*
Yes	15	3	12	
No	21	13	8	
Tumor size, cm	37			0.212
≤ 5	7	5	2	
> 5	30	12	18	
Encapsulation	37			0.008**
Complete	15	11	4	
Incomplete or none	22	6	16	
Vascular invasion	36^a^			0.042*
Yes	21	6	15	
No	15	11	4	
TNM stage	37			0.033^*^
Early stage (II)	7	6	1	
Advanced stage (III-IV_A_)	30	11	19	
AFP level, ng/mL	37			0.036*
≤ 20	11	2	9	
> 20	26	15	11	
γ-Glutamyl transferase, units/L	37			0.134
≤ 54	19	11	8	
> 54	18	6	12	
Adjuvant TACE	37			0.815
Yes	16	7	9	
No	21	10	11	

*NOTE*: *HCC* hepatocellular carcinoma, *TACE* transcatheter arterial chemoembolization

Significant difference: * < 0.05, ** < 0.01

^a^Number less than 37 due to missing data

Patients with higher *MTSS1* mRNA expression revealed earlier residual HCC (*P* = 0.000, Fig. 2c), a higher number of lung metastatic nodules (*P* = 0.039, Fig. 2d), and lower 1-year survival rate after the first resection [40.0 % (8/20) vs. 76.5 % (13/17), *P* = 0.026]. The survival of the MTSS1-high group was significantly shorter than that of the MTSS1-low group (*P* = 0.023, Fig. 2e). In the MTSS1-high group, when sub-grouping patients according to the mean value of *MTSS1/GADPH* mRNA expression (0.33, *n* = 20), only 1 out of 9 in those with *MTSS1/GADPH* mRNA higher than 0.33 survived for more than 1 year, whereas 7 out of 11 with *MTSS1/GADPH* mRNA lower than 0.33 survived for more than 1 year (*P* = 0.028). There was no significant difference in the 3-year or 5-year survival rates.

The cumulative survival rates were 56.8 % (21/37) for 1 year and 21.6 % (8/37) for 3 years. The 5-year survival in these patients was 10.8 % (4/37), which was lower than that of all patients with palliative resection performed in our hospital between the years 1958 and 2008 (30.0 %, 826/2754, *P* = 0.010, unpublished). None of the 37 patients in the current study survived longer than 10 years. Transcatheter arterial chemoembolization (TACE) did not significantly affect *MTSS1* mRNA expression and survival between groups or subgroups.

### Altered *MTSS1* expression is correlated with metastatic potential

To identify the relationship between *MTSS1* expression and metastatic potential of HCC, we examined the *MTSS1* expression in different cell lines. Significant differences in *MTSS1* mRNA levels were found between the L02 cell line without metastatic potential, the Hep3B cell line with very low metastatic potential, and the MHCC97H cell line with higher metastatic potential (*P* = 0.000, 0.001, respectively, Fig. 3a). The metastatic potential of cell lines increased in parallel with increased levels of MIM-B protein, encoded by *MTSS1* (Fig. 3b).

**Fig. 3:**
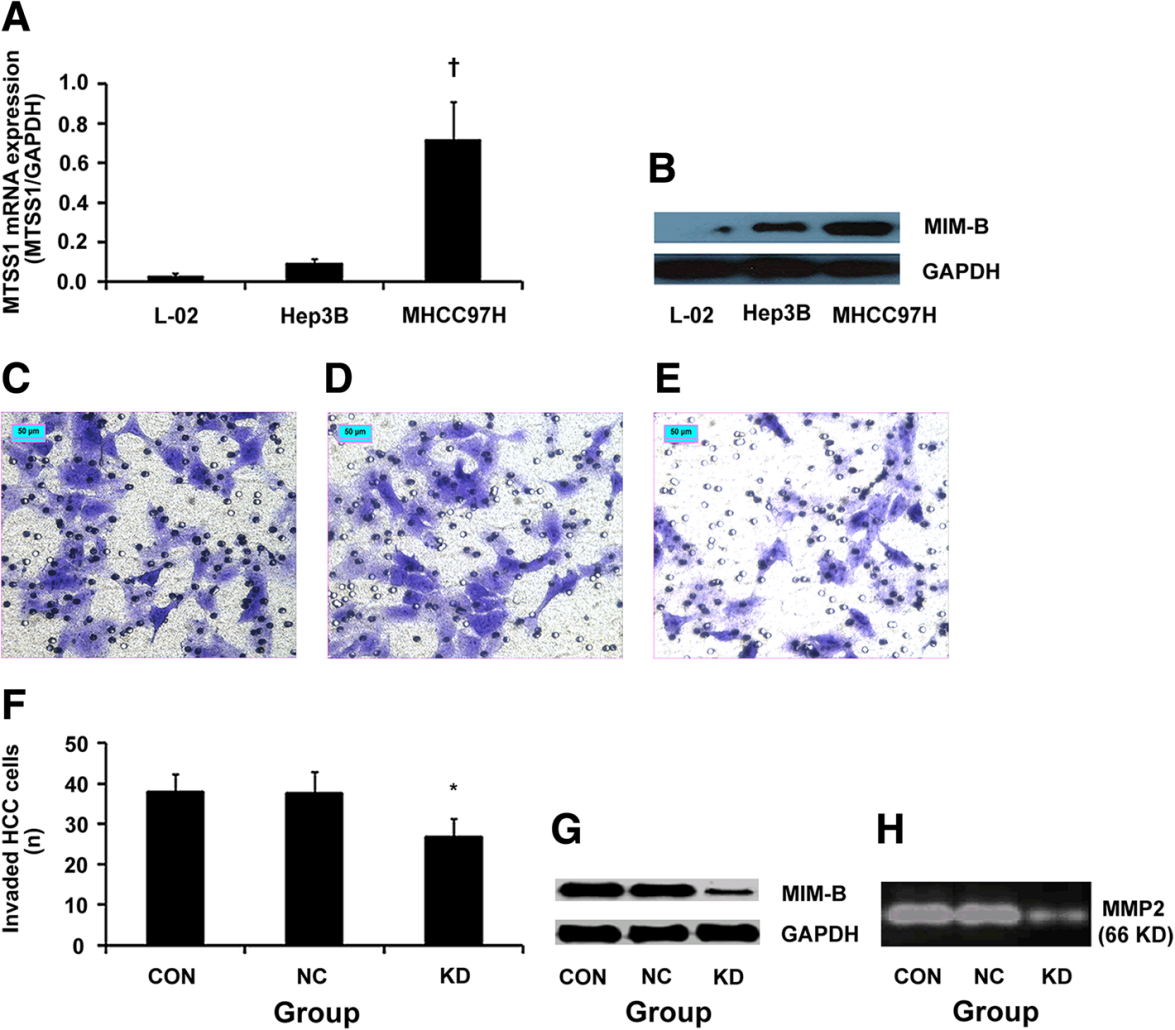
*MTSS1/*MIM-B expression in different cell lines. **a**, qRT-PCR analysis of *MTSS1* mRNA expression; †*P* = 0.000, 0.001, respectively, when compared with cell lines of L02 and Hep3B. **b**, western blot analysis of MIM-B protein level; the bars indicate the means ± s.d. Stable lentiviral transfection of MHCC97H cells with siRNA targeting *MTSS1*, ×200, *bar*, 50 μm. Invasion assay analysis shown that the number of transfected HCC cells (original magnification, × 200) after treatment with *MTSS1* siRNA lentivirus (**e**) was lower than that of controls (**c**, **d**), *bar*, 50 μm*.* **f**, the difference in invasiveness, *P = 0.000, when compared with controls. The assays were conducted in triplicate. The bars indicate the means ± s.d. **g**, western blot analysis demonstrated that MIM-B was down-regulated by siRNA. **h**, results of gelatin zymography assay shown that MMP2 activity was inhibited (0.6-fold) by siRNA, *P* = 0.000, compared with controls

The siRNA targeting *MTSS1* was constructed successfully with high transfection efficiency, which markedly inhibited the invasive ability of MHCC97H cells by 28.9 % (Fig. 3c, d and e). The number of invaded HCC cells in *MTSS1* knockdown group (KD group) was less than in the empty lentivirus group (NC group) and the blank control group (CON group, all *P* = 0.000, Fig. 3f). The MIM-B protein level in KD group was down-regulated when compared with controls (Fig. 3g). Gelatin zymography assay showed that MMP2 activity was decreased significantly (0.6-fold, *P* = 0.000, Fig. 3h). Further, in vitro studies showed that *MTSS1* overexpression in Hep3B cells promoted cell invasion by 18.2 % (*P* = 0.021, Additional file 1: Figure. S2A and B). The effects of *MTSS1* downregulation and overexpression in HCC cells were validated by several other HCC cell lines. *MTSS1* downregulation inhibited the invasive ability of HCCLM3 and HCCLM6 cells by 25.7 % (*P* = 0.002) and 23.1 % (*P* = 0.001), respectively, while *MTSS1* upregulation increased the invasive ability of SMCC7721 and MHCC97L cells by 14.8 % (*P* = 0.017) and 12.5 % (*P* = 0.011), respectively.

### SiRNA targeting *MTSS1* attenuates pulmonary metastasis following palliative resection in nude mice bearing human HCC xenograft

Subsequently, we used in vivo studies to validate the in vitro effects of siRNA targeting *MTSS1*. Two weeks following palliative HCC resection, the lung metastasis (Fig. 4a) was upgraded when compared with controls (*P* = 0.039, Table 2). In Lenti-MTSS1 group, the pulmonary metastasis was downgraded after *MTSS1* knock down (*P* = 0.041, Table 2). MMP2 activity of the residual HCC was also significantly inhibited along with *MTSS1* inhibition in the Lenti-MTSS1 group when compared with controls (*P* = 0.003, 0.039, respectively, Fig. 4b and c). Further, no animal experienced therapy-related side effects following siRNA administration.

**Fig. 4:**
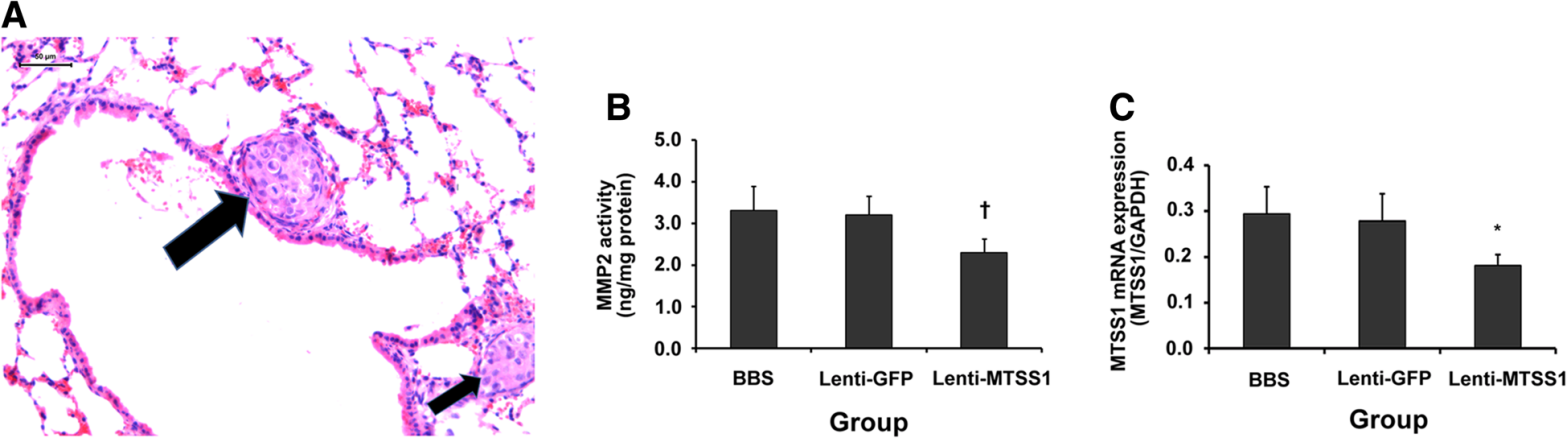
SiRNA targeting *MTSS1* attenuates pulmonary metastasis following palliative resection in nude mice bearing human HCC xenograft. **a**, two pulmonary metastatic nodules (*arrows*, original magnification, × 200), *bar*, 50 μm. **b**, MMP2 activity was inhibited by siRNA targeting *MTSS1* in vivo, †*P* = 0.003 compared with controls. **c**, qRT-PCR analysis demonstrated that *MTSS1* expression was inhibited by siRNA in vivo, *P = 0.039 compared with controls. The bars indicate the means ± s.d

**Table 2:** Effects of palliative resection and Lenti-MTSS1 on pulmonary metastasis

Group	The total number of solitary pulmonary nodule	Lung metastatic extent (Grade)*		
	(*n*)	I	II	III-IV
Palliative Resection	35	12	11	12
Sham Operation	33	19	8	6
Black Control	32	20	7	5
BBS	32	9	10	13
Lenti-GFP	31	8	11	12
Lenti-MTSS1	30	15	10	5

*NOTE*: All pulmonary metastases were verified via histological examination when mice were sacrificed 2 weeks following palliative resection, or receiving BBS, Lenti-GFP, or Lenti-MTSS1. Lung metastatic extent was graded by number of tumor cells counted in the maximum section of the solitary pulmonary metastatic nodule. *P = 0.039 or 0.041 when Palliative Resection group or Lenti-MTSS1 group was compared among Control groups, respectively

## Discussion

HCC is one of the deadliest types of cancers, with a mortality of almost 100 % [36]. The mortality of HCC remains high because the disease is typically diagnosed when it is already at an advanced stage, when most potential curative therapies such as resection and transplantation are of limited efficacy. Recent studies reported that different therapies including surgery [5–7], hepatic artery ligation [37], insufficient radiofrequency ablation [38–40], and sublethal heat treatment [41] promoted residual tumor progression. It is especially important to investigate the underlying mechanism. Our research team has developed a safe and reliable method of palliative HCC resection in an orthotopic nude mouse model, and reported that palliative resection enhances metastatic potential of residual HCC in liver [5]. In the present study, using this method, we investigated the precise mechanism mediating this metastasis.

Data from our institution (1958–2008, unpublished) revealed that in HCC patients who underwent hepatectomy the proportion of cases with palliative HCC resection was 34.0 % (2754/8107). The 5-year survival of patients who underwent palliative HCC resection (30.0 %, *n* = 2754) was much lower than in those who underwent curative resection (52.6 %, *n* = 5353). It suggested that HCC palliative resection may promote HCC aggressive metastasis in residual tumor. Using gene microarray techniques and bioinformatics tools, we first found that *MTSS1* was upregulated and situated in the central position of gene function net of residual HCC in nude mouse models. 

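On the arrays, MTSS1 was brighter than the blank spots on all 20 arrays. Its normalized log2 intensity was 14.77 ± 0.17 (SD, n = 5) in T1, 14.74 ± 0.16 (SD, n = 5) in T2, 14.65 ± 0.24 (SD, n = 5) in T3 and 14.93 ± 0.16 (SD, n = 5) in T4. The log2 difference was 0.16 for T4 against T1 (standard error 0.12, adjusted p = 0.608 from limma with Benjamini-Hochberg adjustment), 0.19 for T4 against T2 (standard error 0.12, limma adjusted p = 0.839) and 0.27 for T4 against T3 (standard error 0.12, limma adjusted p = 0.597). Two-sided exact permutation tests gave p = 0.222, 0.119 and 0.103 for these comparisons. In 3 of the 5 T4 tissues MTSS1 was above the highest T1 tissue, in 2 above the highest T2 tissue and in 1 above the highest T3 tissue. With quantile normalization the exact tests thus left the differences within the spread between tissues. Limma gave an unadjusted p of 0.0358 for T4 against T3. Over MTSS1, MMP2 and GAPDH (GAPD on the array), the genes fixed for reporting in advance, 0 of 3 passed in each T4 comparison when adjusted over the list alone, and 0 of 3 when adjusted over all genes. GAPDH differed by -0.07, -0.00 and -0.04 for T4 against T1, T2 and T3.

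On the deposited ratios to RPS27A, which keep the higher level of the T4 arrays, log2 MTSS1 was -0.77 ± 0.26 (SD, n = 5) in T1, -0.67 ± 0.26 (SD, n = 5) in T2, -0.80 ± 0.41 (SD, n = 5) in T3 and -0.23 ± 0.18 (SD, n = 5) in T4. T4 was higher than T1 by 0.54 (limma adjusted p = 0.0479, exact permutation test p = 0.0159), than T2 by 0.43 (limma adjusted p = 0.175, exact permutation test p = 0.0238) and than T3 by 0.57 (limma adjusted p = 0.0973, exact permutation test p = 0.0159). In each comparison 4 of the 5 T4 tissues were above the highest control tissue. The median of all genes was higher in T4 too on these ratios, and relative to that median MTSS1 was higher by 0.32, 0.24 and 0.38. When each array was scaled to its own median instead, MTSS1 was lower in T4 than in T1, T2 and T3 by the log2 differences of -0.14, -0.37 and -0.18 (limma adjusted p = 0.62, 0.113 and 0.475; exact permutation test p = 0.365, 0.0476 and 0.262). The median of all genes was lower in T4 with this scaling, and relative to it MTSS1 was higher by 0.31, 0.24 and 0.37. A shift of a whole array cancels in this relative value, so its likeness to that on the deposited ratios says little about the scaling. Over the 12 alternatives with adjustment and without left-out tissues (limma, and the methods' t-test after Benjamini-Hochberg adjustment), the adjusted p for T4 against T1 lay between 0.0411 and 0.643, for T4 against T2 between 0.113 and 0.887 and for T4 against T3 between 0.0973 and 0.667. The paper states from its microarray and its nets that MTSS1 was upregulated in residual HCC, and measured its mRNA by qRT-PCR as well, which was not analysed here.

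**Figure D2:**
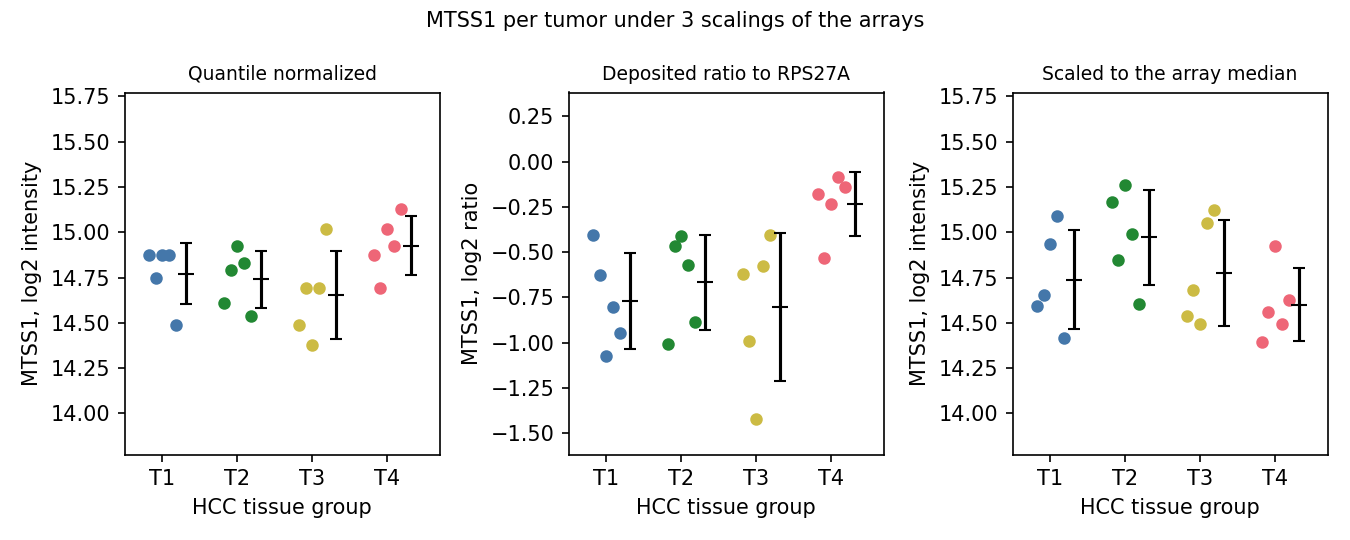
MTSS1 in each tissue (points, 5 per group) with the mean and SD of the group (black), as log2 intensity after quantile normalization, as the log2 of the deposited ratio to RPS27A, and as log2 intensity after scaling to the array median; each vertical axis spans the same log2 range. T4 against T1 differs by 0.16, 0.54 and -0.14 in the 3 panels.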

We tested the *MTSS1* expression in HCC tissues from HCC patients who underwent palliative hepatectomy. We found that patients with high *MTSS1* expression manifested residual liver tumors early, higher number of metastatic lung nodules and lower 1-year survival rates, which suggests that HCC patients with high *MTSS1* expression have a poor prognosis and a higher mortality following palliative hepatectomy. No significant changes in the survival rates were detected between high- and low-MTSS1 groups after 3 or 5 years, which might be an artifact of the small sample size as few patients survived beyond the first year, especially in high-MTSS1 high patients. Notably, the *MTSS1* levels were higher in cancers at advanced stage than in early stage, in our study. In contrast, Ma et al. reported that patients with early pTNM stage (I-II) manifested high *MIM-B* mRNA expression [14]. Consistent with our study, other studies reported that the positive expression rates of *MTSS1* were significantly higher in advanced stages of colorectal cancer [20] and cervical carcinoma [21]. Interestingly, most AFP negative patients (9 of 11, 81.8 %) showed higher *MTSS1* mRNA levels in this study, suggesting that *MTSS1* may be another early predictor of residual HCC, which merits investigation with a large group of patients.

The cumulative 5-years-survival rate in this group of 37 cases (10.8 %, 4/37) was lower than in all patients undergoing palliative resection at our hospital during 1958 – 2008 (30.0 %, 826/2754). The reasons may be related partially to reoperation 37 cases. In another group of 2754 cases, patients underwent reoperation, TACE or other therapeutic methods, which suggested that palliative reoperation decreases 5-years-survival rate. Therefore, we may increase the 5-years-survival rate with reasonable therapeutic care of patients undergoing palliative resection. However, this hypothesis requires further investigation in a larger number of cases.

Our in vitro studies found that the *MTSS1/*MIM-B expression was increased in parallel with the metastatic potential of cell lines. Downregulation of *MTSS1* reduced the invasive potential of HCC cells and prevented the exacerbated of lung metastasis following palliative resection in nude mice bearing HCC xenografts. *MTSS1/*MIM-B is also found upregulated in the early stages of several cancers, including melanomas [42], head and neck squamous cell carcinoma [43], and lung cancer [22]. *MIM-B* mRNA and protein is also proved overexpressed in HCC [14]. Therefore, we believe that advanced lung metastasis after palliative surgery may correlate with upregulated *MTSS1* expression.

In our study, patients had chronic hepatitis B infection which progressed to HCC, and we found that the poor prognosis of hepatitis B-related HCC patients following palliative hepatectomy associates with elevated *MTSS1* mRNA expression. Thus, to dissect the regulation of *MTSS1* expression in HCC may provide a new research field for HCC diagnosis and treatment. Previous study demonstrated that p63 could control the cell migration and invasion by regulating the *MTSS1* expression in breast tumor cells [44]. Recent reports revealed that chronic hepatitis B infection could induce gene expression in several of cancers [45, 46]. Therefore, there is a possibility that the virus infection plays some role in the expression of *MTSS1*, which needs further study to identify the role of chronic hepatitis B infection in *MTSS1* regulation in HCC. Furthermore, p63 may affect cell migration and invasion by regulating the *MTSS1* expression in HCC that remains to be fully elucidated.

The mechanism of *MTSS1* upregulation in HCC after palliative surgery is unclear. The altered microenvironment may be a key player. Predina et al. reported the absence of any changes in the tumor cells per se but rather in the surrounding tumor microenvironment after surgery [47]. Surgery generates a sequence of events to induce wound healing and is characterized by the release of VEGF, PDGF, prostaglandins, TGF-beta, clotting factors, and complement [47–49], which may contribute to the high levels of *MTSS1* by as unknown mechanism.

Cancer metastasis involves basement membrane invasion by MMP activation [50]. A higher level of MMP2 has been related to a poorer prognosis in HCC patients [35, 51–53]. Our results revealed that *MTSS1* expression, MMP2 activity and lung metastasis were increased after palliative hepatectomy both in nude mice models and in HCC patients. After down-regulating *MTSS1* expression, the MMP2 activity and lung metastasis were also decreased. The synchronous alteration of MMP2 with *MTSS1* suggests that *MTSS1* promotes tumor metastasis by targeting MMP2. Based on our in vitro and in vivo studies, we believe that the metastasis-enhancing effect of palliative resection may partially be due to the dysregulation of the MIM-B/MMP2 pathway. We found MMP2 was activated after palliative HCC resection [5]. However, the mechanism underlying *MTSS1*-mediated MMP2 activation is still unclear. Further, *MTSS1* encodes an intracellular MIM that is implicated in actin cytoskeletal reorganization, and *MTSS1* represents a novel signaling pathway from PDGF receptor to the actin cytoskeleton via Src-related kinases [54]. Therefore, *MTSS1* depletion affects the cytoskeletal reorganization. Giacobbe et al. reported that *MTSS1* enhances breast tumor cell migration resulting in poor prognosis [44]. We concluded that *MTSS1* depletion affects the migratory capabilities of HCC cells, which needs further investigation.

Currently, there are several limitations in - and resistance to the therapy of HCC, thus, there is a necessary need for development of new and more effective therapeutic alternatives [55, 56]. In this study, patients with increased *MTSS1* expression in residual HCC showed the worst prognosis. Downregulation of *MTSS1* successfully averted pulmonary metastasis in our mouse model. The findings suggest that individualized treatment targeting high *MTSS1* expression may be an effective strategy to treat HCC.

There are some limitations in this study. The nature of the nude mice lowers the strength of evidence. The size of our patient population is relatively small, which may lead to selection bias. Finally, we cannot exclude the possibility that other downstream pathways of *MTSS1* might also mediate HCC metastasis after palliative hepatectomy. Therefore, the precise mechanism triggering metastasis remains to be fully elucidated. Despite these limitations, we believe that the current study provides preliminary and powerful data underscoring the value of *MTSS1/*MIM-B expression in HCC diagnosis and treatment.

## Conclusions

In summary, palliative HCC resection upregulates *MTSS1* mRNA expression, activates MMP2 activation and enhances residual HCC metastasis to lung. Patients with hepatitis B-related HCC exhibiting high *MTSS1* mRNA levels in the residual tumor show poor prognosis after hepatectomy. However, additional investigations into the mechanisms underlying the role of *MTSS1/*MIM-B in metastasis are needed, to facilitate the search for novel therapeutic strategies for HCC, and improve prognosis of patients with HCC undergoing hepatectomy.

## Abbreviations

AFP, α-fetoprotein; BBS, borate-buffered saline; ELISA, enzyme-linked immunosorbent assay; GEO, Gene expression omnibus; H&E, Hematoxylin and eosin; HCC, hepatocellular carcinoma; MIM, missing in metastasis; MMP2, matrix metalloproteinase 2; *MTSS1*, metastasis suppressor 1; PCR, polymerase chain reaction; PDGF, platelet derived growth factor; SDS-PAGE, sodium dodecyl sulfate-polyacrylamide gel electrophoresis; siRNA, small interfering RNA; SVM, Support vector machine; TACE, Transcatheter arterial chemoembolization; TGF-beta, transforming growth factor beta; VEGF, vascular endothelial growth factor.

## Additional file

Additional file 1:
**Figure S1**. The invasive ability (% of control) of MHCC97H cells. *A*, 0 h-24 h. *B*, 1 day (24 h)-35 day. Preliminary experiment was carried in 204 nude mice bearing HCC xenografts. 14 days after orthotopic implantation these mice were randomized into two groups (102 mice/group): palliative resection group and sham operation group (control). At 0 h, 1 h, 3 h, 5 h, 7 h, 9 h, 12 h, 18 h, 24 h (1 d), 3 d, 5 d, 7 d, 9 d, 14 d, 21 d, 28 d and 35 d after palliative resection, 6 mice from each group were humanely killed by cervical dislocation to harvest serum for cell culture studies. MHCC97H cells were treated with serum taken from above mentioned mice or cell culture medium supplemented with 10% human AB serum as control for 72 h, then these cells were added to the upper chamber (100 μL DMEM, 5 × 10^4^ cells/well) and 600 μL conditioned medium was added to the lower chamber. The invaded cells were fixed with methanol and stained with crystal violet solution after 24-hour incubation. The results were expressed as the number of penetrated cells under microscope at ×200 magnification on five random fields and were presented as means ± SD of three assays. MHCC97H cells treated with serum from the palliative resection group had the most invasive potential through Matrigel at 12 h and 14 d, as compared to cells in controls (*P* =0.027, 0.019, respectively). The bars indicate the means ± s.d. **Figure S2.** *MTSS1* promoted metastatic potential of Hep3B via transwell invasion assay. The number of penetrated Hep3B cells in the Vector-MTSS1 Group (*A*) was more than that in the Control Vector Group (*B*, *P* = 0.021). The assays were conducted in triplicate.

# Supplementary material for: Elevated MTSS1 expression associated with metastasis and poor prognosis of residual hepatitis B-related hepatocellular carcinoma
**Source:** J Exp Clin Cancer Res. 2016 May 26;35:85. doi: 10.1186/s13046-016-0361-8
**Supplement:** Additional file 1: — Figure S1. The invasive ability (% of control) of MHCC97H cells. A, 0 h-24 h. B, 1 day (24 h)-35 day. Preliminary experiment was carried in 204 nude mice bearing HCC xenografts. 14 days after orthotopic implantation these mice were randomized into two groups (102 mice/group): palliative resection group and sham operation group (control). At 0 h, 1 h, 3 h, 5 h, 7 h, 9 h, 12 h, 18 h, 24 h (1 d), 3 d, 5 d, 7 d, 9 d, 14 d, 21 d, 28 d and 35 d after palliative resection, 6 mice from each group were humanely killed by cervical dislocation to harvest serum for cell culture studies. MHCC97H cells were treated with serum taken from above mentioned mice or cell culture medium supplemented with 10% human AB serum as control for 72 h, then these cells were added to the upper chamber (100 μL DMEM, 5 × 104 cells/well) and 600 μL conditioned medium was added to the lower chamber. The invaded cells were fixed with methanol and stained with crystal violet solution after 24-hour incubation. The results were expressed as the number of penetrated cells under microscope at ×200 magnification on five random fields and were presented as means ± SD of three assays. MHCC97H cells treated with serum from the palliative resection group had the most invasive potential through Matrigel at 12 h and 14 d, as compared to cells in controls (P =0.027, 0.019, respectively). The bars indicate the means ± s.d. Figure S2. MTSS1 promoted metastatic potential of Hep3B via transwell invasion assay. The number of penetrated Hep3B cells in the Vector-MTSS1 Group (A) was more than that in the Control Vector Group (B, P = 0.021). The assays were conducted in triplicate.

**Elevated *MTSS1* Expression Associated with Metastasis and Poor Prognosis of Residual Hepatitis B-related Hepatocellular Carcinoma**

**Xiu-Yan Huang^1@^**^*^**, Zi-Li Huang^2@^, Bin Xu^3@^, Zi Chen^4^, Thomas Joseph Re^5^, Qi Zheng^1^, Zhao-You Tang^6^, Xin-Yu Huang^1^**^*^

**@**: These authors contributed equally to this work.

The authors have declared that no competing interests exist.

**Figure S1.** The invasive ability (% of control) of MHCC97H cells. *A*, 0 h-24 h. *B*, 1 day (24 h)-35 day. Preliminary experiment was carried in 204 nude mice bearing HCC xenografts. 14 days after orthotopic implantation these mice were randomized into two groups (102 mice/group): palliative resection group in which mice undergone partial HCC resection with the preservation of 2 mm tumor and sham operation group (control) in which mice undergone only exposure of the liver but no resection. At 0 h, 1 h, 3 h, 5 h, 7 h, 9 h, 12 h, 18 h, 24 h (1 d), 3 d, 5 d, 7 d, 9 d, 14 d, 21 d, 28 d and 35 d after palliative resection, 6 mice from each group were humanely killed by cervical dislocation to harvest serum for cell culture studies. MHCC97H cells were treated with serum taken from above mentioned mice or cell culture medium supplemented with 10% human AB serum as control for 72 hours, then these cells were added to the upper chamber (100 μL DMEM, 5 × 10^4^ cells/well) and 600 μL conditioned medium was added to the lower chamber. The invaded cells were fixed with methanol and stained with crystal violet solution after 24-hour incubation. The results were expressed as the number of penetrated cells under microscope at ×200 magnification on five random fields and were presented as means ± SD of three assays. MHCC97H cells treated with serum from the palliative resection group had the most invasive potential through Matrigel at 12 h and 14 d, as compared to cells in controls (*P* =0.027, 0.019, respectively), which was intervalidated by several HCC cell lines (HCCLM3, HCC7721, HCC7402, and Hep3B). The bars indicate the means ± s.d.

**Figure S2.** *MTSS1* promoted metastatic potential of Hep3B via transwell invasion assay. The number of penetrated Hep3B cells in the Vector-MTSS1 Group (*A*) was more than that in the Control Vector Group (*B*, *P* = 0.021). The assays were conducted in triplicate.

How the deposited data were processed for this re-analysis (not part of the article)

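Metastasis-related transcripts were measured in 20 HCC tissues from nude mice bearing MHCC97H xenografts, 5 from each of the groups T1 (excised first, at palliative resection), T2 (sham operation), T3 (blank control) and T4 (residual HCC), with 1 OHS-028 oligonucleotide membrane array per tissue. The groups and the tissue numbers were taken from the sample labels and the methods. The patients' tissues, the cell lines and the qRT-PCR, western blot and MMP2 assays of the paper were not analysed here.

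The authors deposited the intensity of each of 125 spots per array as the raw value. They also deposited a ratio for each spot, the intensity minus the lowest intensity of the array divided by the same difference for RPS27A, which was checked by recomputing it. The series table holds the same ratios. Its scale is thus linear, it is not centred, and a larger value is a brighter spot. The median deposited ratio of the genes per array lay between 0.166 and 0.337 in T1, between 0.148 and 0.271 in T2, between 0.178 and 0.301 in T3 and between 0.301 and 0.452 in T4. The paper names GEArray Expression Analysis software for the gene analysis, and its text does not give the image reading, the background correction or the normalization of the arrays. Gene names on the array are partly old. By their reference accessions 117 of the 118 genes were matched to a current symbol, so GAPD is GAPDH, and 1 kept the name on the array.

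From the raw intensities, background was corrected with normexp on all spots (offset 50), 7 control spots were left out, the 118 genes were quantile normalized between arrays, and log2 values were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group over all 20 arrays, empirical Bayes moderation and Benjamini-Hochberg adjustment over the 118 genes at 0.05. No value was at or below 0 after the background correction, and the alternative of treating such values as missing therefore gave no result. Single genes were also compared by two-sided exact permutation tests of 5 against 5 tissues, whose smallest possible p is 0.00794. Apart from the replicate block, the tests of T4 against T1 took the tissues as independent. Both groups come from the palliative resection mice and can share mice. Quantile normalization assumes that the overall distribution of the genes does not differ between tissues. On an array of 118 genes chosen for tumor metastasis this assumption can remove a rise shared by many genes, and scaling to housekeeping genes can leave in a difference in brightness. Both kinds of scaling were therefore run. The brightest spots, such as those of the housekeeping genes, lay near the brightest values of the membranes, between 46737 and 58403 per array, which can compress their differences.

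Sample clustering used average linkage on Euclidean distance. Gene correlation nets were built from the 5 tissues of each group by joining genes whose Pearson correlation had a two-sided P under 0.05, and were compared with 1000 shuffles of each gene's values and with 100 splits of gene-centred tissues. A Gaussian-kernel support vector machine (C = 1, each tissue left out in turn) was trained on T4 against the controls. The paper does not assign its SVM classes to samples, so this classifier is not that of the paper. These steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, networkx 3.6.1 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9. The limma step was tested on simulated data made from the real means and spreads, with 20 of 118 genes changed in T4 against the mean of the controls. Over 50 simulations it recovered 74.4% of changes of 1 on the log2 scale with a mean of 0.42 false calls, and 96.3% of changes of 2 with 0.78 false calls. With no change simulated, the mean number of false calls was 0.04. The values were drawn on the normalized scale, with as many genes raised as lowered. Background correction, quantile normalization and a rise shared by many genes in T4 were thus not tested, nor were changes smaller than 1.

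The genes to be named were those the paper names for these tissues (MTSS1, MMP2 and GAPDH), the 5 largest rises and the 5 largest falls among genes called in T4 against the mean of the controls and changed in the same direction against each control group, and the gene with the most edges in each net. No gene was called in that comparison, so the second part of the rule named none, and other genes are named only as members of counts of 5 or fewer or as single features chosen after their values were seen. The alternatives for the values were scaling to the array median or to the 5 housekeeping genes on the array, no normalization between arrays and the deposited ratios. Further ones were no background correction, subtraction of the blank spots, control spots kept and each array left out in turn. Another kept only the 112 genes above the mean plus 2 SD of the negative control spots on at least 5 arrays. For the tests they were the replicate number as a block, the methods' t-test and fits of only the 2 groups compared. Other rules for edges, condensation, clustering and the classifier were also run. RPS27A is 1 on every array of the deposited ratios and has no variance, so a version without it was added after the data had been seen.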

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

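The comparisons of T2 and T3 with T1 as tests of explanations for CXCL12, and the tests on the T1 array of replicate 3, were chosen after the results were seen.

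CXCL12, a chemokine gene that the paper does not discuss, was the only gene called in T4 against T1 and in T3 against T1. Its log2 difference was -2.74 in T4 against T1 (limma adjusted p = 0.000743) and -2.23 in T3 against T1 (limma adjusted p = 0.00837). With quantile normalization all 5 T1 tissues were above every T2, T3 and T4 tissue (exact permutation test, p = 0.00794 for T1 against each group, the smallest p that 5 against 5 tissues allow). This also held with median scaling (exact permutation test, p = 0.00794 for T1 against each group), and did not hold for T1 replicate 3 in 2 other settings. It was below T3 replicate 5 and T4 replicate 5 on the deposited ratios (exact permutation test, p = 0.0159 for T1 against T3 and against T4), and below these and T2 replicates 3 and 4 with housekeeping scaling (exact permutation test, p = 0.0159 for T1 against T3 and against T4 and p = 0.0238 against T2). CXCL12 was above the blank spots on all 20 arrays. The direction was the same in all 13 alternatives for both comparisons, including the scalings of the arrays. In T4 against T1 the adjusted p lay between 9.24e-05 and 0.0693 over the 12 alternatives with adjustment, and was above 0.05 only with the methods' t-test after adjustment. In T3 against T1 it lay between 0.00422 and 0.125, and was above 0.05 with that test and when only the 2 groups were fitted. Of 100 splits of the same tissues, 8 called as many genes for T4 against T1 and 9 for T3 against T1, so the number of calls alone does not exclude chance. Palliative resection as the only reason for the low level of T4 is argued against by the fall of -2.23 in T3, whose mice had no operation. The T2 tissues of the sham operation were also lower than T1, by a log2 difference of -2.23. A candidate explanation is the 14 days of further growth that T2, T3 and T4 share by the methods. The sample labels call T3 a first removal, and if T3 had been removed with T1 this explanation would not hold for it. A difference in handling between the first and the later removals, and transcripts of mouse cells in the tissues, were not tested.

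The blank and plasmid spots of the T1 array of replicate 3 had a mean intensity of 2593, far from the other 4 T1 arrays, of which the next was at 1405. This was the only one of 24 groups of values checked in this way that stood apart, and chance alone gives about 1 in 20. Its BAS2C spots, which carry biotin and do not depend on tumor RNA, were also the brightest of the T1 arrays, at 51366, so a longer exposure of this membrane stays open. Its genes pointed both ways, and they also depend on the RNA. Their median intensity of 8386 was the lowest but 1 of the T1 arrays, and the MTSS1 intensity of 20047 was the lowest. The mean of its housekeeping genes, at 49614, was the highest of the T1 arrays. A wrong label stays open too, since its log2 CXCL12 of 11.64 was the lowest of T1 and close to the highest T3 tissue at 11.55. With 1 array neither can be told apart from chance, and no biological explanation was tested. Without this array limma called 2 genes in T4 against T1 in place of 1, 3 genes in T3 against T1 in place of 1, and 1 gene in T4 against the mean of the controls in place of 0 (8 at an unadjusted p under 0.05; the methods' t-test after adjustment called 0 with all arrays).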

How the results depend on the processing

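The deposited ratios without RPS27A, and the rule that a branch or a rank has moved when it changed by more than 1.5 times, were chosen after the results were seen; all other settings and tests of this part were fixed before the data were examined. Unless a cause is named, the cause of a change was not tested. Treating values at or below 0 as missing gave no value, since there were 0 such values.

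The scaling of the arrays moved the median log2 difference of all genes in T4 against the mean of the controls from 0.02 to -0.50 with median scaling, 0.29 with housekeeping scaling, 0.28 without normalization and 0.22 on the deposited ratios. With median scaling MTSS1 reversed in T4 against T1, T2 and T3, to -0.14, -0.37 and -0.18, and MMP2 reversed in T4 against T3, to -0.24. Relative to the median of all genes MTSS1 stayed above 0 in T4 against the mean of the controls, by 0.27 with median scaling and 0.19 with quantile normalization. MTSS1 in T4 against T1 passed the threshold of limma without normalization (0.64, adjusted p = 0.0411) and on the deposited ratios (0.54, adjusted p = 0.0479; without RPS27A 0.0528). MMP2 in T4 against T1 reversed from -0.32 to 0.24 with housekeeping scaling, 0.28 without normalization and 0.18 on the deposited ratios, with and without RPS27A, and passed the threshold in none. Relative to the median of all genes MMP2 was below 0 in T4 against T1, at -0.37 with quantile normalization and -0.03 on the deposited ratios. It was -0.04 with median scaling, housekeeping scaling and no normalization. These differ only by shifts of whole arrays and give the same relative value by construction. In T4 against T3 the relative value of MMP2 was above 0 (0.09 with quantile normalization and 0.30 with median scaling). MTSS1 kept its direction and its side of the threshold in 10, 12 and 12 of 13 alternatives for T4 against T1, T2 and T3, and MMP2 in 9, 13 and 12, where differences are not taken relative to that median.

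With median scaling limma called 13 genes in T4 against T1 (0 higher), 55 against T2 (1 higher), 42 against T3 (1 higher) and 48 against the mean of the controls (0 higher), and 3 in T3 against T1 (CXCL12, MMP13 and HPSE, all lower). GAPDH then differed by -0.80 in T4 against the mean of the controls and was called, while it was -0.04 and not called with quantile normalization. With housekeeping scaling the counts were 20 (17 higher), 1, 1 and 15 (13 higher), without normalization 24 (21 higher), 1, 1 and 10 (8 higher), on the deposited ratios 23 (18 higher), 1, 3 and 10 (8 higher), and without RPS27A 9 (6 higher), 1, 3 and 10 (8 higher), in the same order. RPS27A has no variance on these ratios and enters the moderation of limma, which shows why 23 and 9 differ. The single gene in T4 against T2 and T3 was MMP13, higher in T4, and EPHB2 and MTA1 joined it against T3 on the deposited ratios. Without normalization 2 genes were called in T3 against T1, CXCL12 and NME2. The methods' t-test gave 16, 10, 7, 5, 16 and 10 genes without adjustment in T4 against T1, T2 and T3, T2 against T3, T3 against T1 and T4 against the mean of the controls, and 0, 1 (PCOLN3), 0, 1 (S100A4), 0 and 0 after adjustment. Fits of only the 2 groups compared called 2 genes in T4 against T1 (CXCL12 and CTNNB1), 2 against T2 (PCOLN3 and PTP4A3), 0 against T3 (9 at an unadjusted p under 0.05) and 0 in T3 against T1 (14). No background correction, subtraction of the blank spots, the filter on dim genes and kept control spots changed none of the 6 counts.

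The tables do not show that tissues with the same number are paired. The correlation of their deviations from the group means lay between -0.27 and 0.44 over 30 pairs. For T1 and T4 it lay between -0.01 and 0.35 and was above 0.1 in 3 of 5 pairs. This does not show which tissues share a mouse. By the methods both come from the palliative resection mice, so some mice gave a tissue to each if the mouse groups were of equal size. The tests of T4 against T1 treat these tissues as independent, which the design does not assure. With the replicate number as a block limma called 1 gene in T4 against T1 (CXCL12) and 0 against T2, T3 and the mean of the controls (8, 6 and 8 at an unadjusted p under 0.05), and MTSS1 differed by 0.16, 0.19 and 0.27 as without the block.

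With each array left out in turn, MTSS1 kept its direction in all 3 comparisons and was never called. MMP2 in T4 against T3 lay between -0.0501 and 0.20, and was below 0 without T3 replicates 4 and 5 and T4 replicate 2 (-0.04, -0.0501 and -0.05). The count in T4 against T1 lay between 1 and 2 (2 without T1 replicate 3 or T2 replicate 3), in T4 against T2 between 0 and 1 (1 without T2 replicate 2 or 5 or T3 replicate 5), in T2 against T3 between 0 and 1 (1 without T2 replicate 5), in T4 against the mean of the controls between 0 and 1 (1 without T1 replicate 3) and in T3 against T1 between 1 and 11 (3 without T1 replicate 3, 2 without T2 replicate 3 or T3 replicate 3, and 11 without T3 replicate 5).

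The branch that holds all T4 tissues had 9 tissues. It had 18 with median scaling, 5 with housekeeping scaling and without normalization, 17 on the deposited ratios, with and without RPS27A, 20 with 1 minus Pearson correlation and complete linkage, and between 4 and 14 with 1 array left out (5 without T2 replicate 3, 4 without T4 replicate 1 or 4, and 14 without T4 replicate 3 or 5). The permutation p lay between 0.000129 and 0.0183 over the 10 alternatives without left-out arrays.

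The T4 density passed the threshold set by shuffles with median scaling (0.122), housekeeping scaling (0.0642), no normalization (0.0733) and the deposited ratios (0.0624, and 0.0635 without RPS27A), and fell below the mean of the shuffles with edges at a P of 0.01 (0.00971). With the Spearman rule the T2 density was 0.00695 and no longer passed. With 1 array left out the T4 density lay between 0.0485 (without T4 replicate 3, below the shuffles) and 0.0549, and the T2 density between 0.0481 (without T2 replicate 3, below the shuffles) and 0.0577, and did not pass without T2 replicates 2, 4 and 5 either (0.0561, 0.0524 and 0.0524). The T1 and T3 densities passed in all 13 alternatives and with each array left out. The T1 condensation lost its place above the shuffles with housekeeping scaling (0.651), no normalization (0.702), edges at a P of 0.01 (0.661), the Spearman rule (1, as in every shuffle by construction) and degree centralization (0.0728), and lay between 0.643 (without T1 replicate 5, not passing) and 0.731 with 1 array left out. The T4 condensation passed with median scaling (0.842), without normalization (0.55) and on the deposited ratios (0.534, the same without RPS27A), fell below the shuffles with edges at a P of 0.01 (0.403) and positive correlations only (0.478), and lay between 0.507 and 0.633 with 1 array left out, below the shuffles without T4 replicates 3 and 4 (0.589 and 0.577). The rank of MTSS1 in T4, 25, became 42 with median scaling, 3 with edges at a P of 0.01, 6 with the Spearman rule and 76 with positive correlations only, and lay between 5 and 53 with 1 array left out (40 without T1 replicate 3, 41 without T2 replicate 1, 39 without T3 replicate 4, 53 without T4 replicate 2, 5 without T4 replicate 4 and 15 without T4 replicate 5).

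The balanced accuracy of the classifier was 0.5, and passed with housekeeping scaling (0.8), the deposited ratios (0.8, with and without RPS27A) and no normalization (0.7). Dim genes limit the precision, since 6 of the 118 genes were not above the blank spots on 5 arrays, and the brightest spots are limited by the top of the membranes' range.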

Differences from the paper's values

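The deposited ratios without RPS27A were chosen after the results were seen, and the other comparisons and settings of this part were fixed in advance. The paper's text does not name the rule for edges or define the condensation degree, so the values below rest on the rules stated for the rebuilt nets. The methods describe nets from a GO-network, gene clustering and multi-dimensional scaling, while those here are correlation nets. A difference in density, condensation or rank can thus come from the kind of net.

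The paper gives net densities of 0.0145 in T1, 0.0210 in T2 and 0.0146 in T3, and the rebuilt nets had 0.0823, 0.0571 and 0.109. Of 32 alternatives, left-out arrays included, the T1 and T3 densities came within 1.5 times the paper's only when genes were joined at a Spearman correlation of 1 or -1 (0.0126 and 0.0129), and the T2 density came within it in 0. The density of T4 was 0.0535 and lay within 1.5 times the paper's 0.0670, as it did in 28 of 32 alternatives. The exceptions were median scaling (0.122), edges at a P of 0.01 (0.00971), the Spearman rule (0.00739) and positive correlations only (0.0275). Shuffled T4 nets had a mean density of 0.0508, which also lies within 1.5 times the paper's. The nearness of the T4 density to the paper's value can thus come from the edge rule alone.

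The paper gives condensation degrees of 0.0098 in T1 and 0.1940 in T4, and the transitivity of the rebuilt nets was 0.65 in T1 and 0.517 in T4. In none of 32 alternatives did either value come within 1.5 times the paper's.

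The paper puts the density of T4 above that of every control group. In the rebuilt nets T4 had the lowest density. It was the lowest in 10 of 13 alternatives without left-out arrays and in 17 of 20 with 1 array left out, and the highest in 0 of either. The paper puts the condensation of T4 above that of T1, and here T1 was above T4. With median scaling T4 was above T1 (0.842 against 0.79).

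The paper places MTSS1 at the center of the T4 net, without defining a measure of this position. In the correlation net here it ranked 25 of 118 genes by its number of edges. It ranked 3 with edges at a P of 0.01 (shared with 8 other genes), 6 with the Spearman rule (shared with 26) and 5 without T4 replicate 4 (shared with 3), and 42 with median scaling, 53 without T4 replicate 2 and 76 with positive correlations only. The paper's text gives MTSS1 as higher in residual HCC from its microarray. Here T4 was higher than T1, T2 and T3 by 0.16, 0.19 and 0.27 on the log2 scale, and limma called none of the 3 differences (unadjusted p = 0.211, 0.138 and 0.0358; exact permutation test p = 0.222, 0.119 and 0.103). Limma called MTSS1 in T4 against T1 without normalization between arrays (0.64, adjusted p = 0.0411) and on the deposited ratios (0.54, adjusted p = 0.0479). It did not call MTSS1 in T4 against T1 on the deposited ratios without RPS27A (limma adjusted p = 0.0528). Of the 3 genes fixed in advance, MTSS1 passed against T1, T2 and T3 on the deposited ratios when adjusted over the list alone (limma adjusted p = 0.0256, 0.0421 and 0.0173). It also passed in this way against T1 and T3 with housekeeping scaling (limma adjusted p = 0.0455 and 0.0283) and without normalization between arrays (limma adjusted p = 0.023 and 0.0437). Against the mean of the controls limma called MTSS1 on the deposited ratios (0.51, adjusted p = 0.0372), with housekeeping scaling (0.56, adjusted p = 0.0471) and on the deposited ratios without RPS27A, chosen after seeing the values (adjusted p = 0.0371), and MTSS1 was also among the 10 genes of the methods' t-test without adjustment in that comparison. The exact permutation test gave p = 0.0159, 0.0238 and 0.0159 on the deposited ratios and p = 0.0159 for each group with housekeeping scaling.

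Fig. 1a sets the 5 T4 tissues side by side, and here the smallest branch with all of them held 9 tissues. It held 5 with housekeeping scaling and without normalization between arrays.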

Other observations

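The tests of the brightness of the T4 arrays, of the blank spots and of the covariates for MTSS1 were chosen after the results were seen, and the splits of the tissues, the comparison of MTSS1 with MMP2 and that of densities between scalings were not.

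The T4 arrays were brighter at the genes of medium brightness. The genes were put into 3 sets of equal size by brightness. After subtraction of the blank spots, the middle set was higher in T4 than on the other 15 arrays by 0.82 on the log2 scale (two-sided exact permutation test, p = 0.00058), the dimmest set by 0.15 (exact permutation test, p = 0.592) and the brightest set by 0.15 (exact permutation test, p = 0.0543). The mean of the housekeeping genes differed by -0.03 (exact permutation test, p = 0.487). A higher background of the membranes is argued against, since the blank spots were lower in T4 by a log2 difference of -0.39 (exact permutation test, p = 0.143) and the middle set was higher after they had been subtracted. A longer exposure stays open. The BAS2C spots differed by 0.06 (exact permutation test, p = 0.584), but they lie near the top of the range, where the brightest genes also differed little, so they could hide a difference in exposure. More labelled RNA on the T4 arrays, by one factor for every gene, cannot be told apart from the other explanations either. The middle set exceeded the dimmest set by 0.67 (exact permutation test, p = 0.0139), but the dimmest genes are close to the blank spots, where the subtraction decides. A rise of many metastasis-related transcripts in residual HCC, which the design names, was not tested and stays open as well.

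MTSS1 was higher in T4 than in the mean of the 15 control arrays by 0.51 on the deposited ratios without RPS27A (standard error 0.14). With the median log2 level of the other genes on each array as a covariate the difference was 0.12 (standard error 0.17). The median difference of all genes was smaller, 0.22, and relative to it MTSS1 was higher by 0.29 on the deposited ratios. The array medians were themselves higher in T4, so the level of the arrays and the group cannot be told apart with this covariate, and how much of the difference is shared by the genes of an array stays open. With the level of the blank spots as a covariate the MTSS1 difference was 0.51 (standard error 0.16). The deposited ratios already have the lowest intensity of each array subtracted, so this covariate can hardly decide about the background of the membranes. In T4 against the mean of the controls 26 of 118 genes rose more than MTSS1 on the deposited ratios, and 27 did with quantile normalization.

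The blank spots were lower on arrays of the palliative resection mice, T1 and T4, than on those of T2 and T3, by a log2 difference of -0.70 (two-sided exact permutation test over 184756 choices, p = 0.00106). Membranes processed in 2 batches could give this difference. No batch is named in the labels, and with each group on 1 side of the split a batch and the operation cannot be told apart.

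Splits of the same tissues showed whether the counts of called genes exceed chance. For T4 against T2, T4 against T3, T2 against T3 and T4 against the mean of the controls limma called 0 genes (9, 8, 4 and 8 at an unadjusted p under 0.05; the methods' t-test after adjustment called 1, 0, 1 and 0), so 100 of 100 splits gave as many. With the deposited ratios without RPS27A, 2 of 100 splits called as many genes as T4 against T1 and 2 of 100 as T4 against the mean of the controls, and with median scaling 1 of 100 did for the latter, so chance is argued against there. Most of these calls were higher in T4 on the deposited ratios and all were lower with median scaling. For net densities, 7 of 100 splits gave a difference as large as T4 minus T1 and 59 as large as T4 minus T2, which does not exclude chance, and 1 gave one as large as T4 minus T3. For T4 minus T3 chance is thus argued against only with quantile normalization, since 27 to 94 of 100 splits gave one as large with the other scalings.

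It was supposed that a brightness shared by all genes of an array raises the share of correlated gene pairs on the deposited ratios, so that quantile normalization would lower it in every group. The share fell in 3 of 4 groups and rose in T3, from 0.0797 to 0.109, and T3 with quantile normalization was at 0.0566 without T3 replicate 5. The share on the deposited ratios was not computed without that tissue, so whether the exception rests on it was not tested. An array-wide brightness shared by all genes stays open as the reason.

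The paper links MTSS1 with the activity of MMP2, which is another measure than its transcript. Across the 20 tissues, the deviations of MTSS1 and MMP2 transcripts from their group means had a Pearson r of -0.62 (permutation test within groups, p = 0.00611, Benjamini-Hochberg adjusted over the 2 settings 0.0122) and a Spearman rho of -0.58 (permutation test, p = 0.0144). Without the 2 tissues farthest from the median of MTSS1 the Pearson r was -0.58. With quantile normalization, the hypothesis that both transcripts rise and fall together among the tissues of a group is thus argued against. These deviations leave out the differences between groups, so they do not test a shared change in T4. In T4 against the mean of the controls MTSS1 and MMP2 were both higher by 0.51 on the deposited ratios. There the median of all genes was higher by 0.22. With quantile normalization MTSS1 and MMP2 differed by 0.21 and 0.06, and with median scaling both differed by -0.23. With the deposited ratios r was -0.36 (permutation test, p = 0.188) and rho -0.31 (permutation test, p = 0.244), so the inverse relation was past the threshold only after quantile normalization. On these ratios r was -0.18 without the 2 farthest tissues. MMP2 itself differed by -0.32, 0.44 and 0.06 in T4 against T1, T2 and T3 (limma adjusted p = 0.617, 0.839 and 0.934; over the 12 alternatives with adjustment 0.335 to 0.667, 0.127 to 0.94 and 0.219 to 0.937; exact permutation test p = 0.103, 0.206 and 0.786). The difference against T2 was 0.84 on the deposited ratios, with 4 of 5 T4 tissues above the highest T2 tissue (exact permutation test, p = 0.0159), and 0.86 with housekeeping scaling (exact permutation test, p = 0.0159), where that against T3 was 0.58 (exact permutation test, p = 0.0397). With median scaling the difference against T1 was -0.49 (exact permutation test, p = 0.0397). Adjusted over the list alone, MMP2 passed against T2 on the deposited ratios (limma adjusted p = 0.0421), with housekeeping scaling (limma adjusted p = 0.0291) and without normalization between arrays (limma adjusted p = 0.0353).

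A classifier of T4 against the controls had a balanced accuracy of 0.5 with quantile normalization, and 80 of 100 random choices of 5 tissues did as well, so chance is not excluded. It was 0.8 on the deposited ratios, with 1 of 100 choices as high, the real one. Without RPS27A it was also 0.8, with 4 of 100 choices as high. The classifier was not tested for whether it rests on the level of the arrays or on single genes.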
